A study of Giardia duodenalis with 2 samples.

How the data were processed

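Poly(A)-selected RNA of Giardia trophozoites of strain WBC6 was measured by stranded RNA sequencing in 2 libraries. Per the labels' protocols, one culture was untreated. The other was kept for 10 hours with 1 mM 4SU, a uridine analogue that cells build into newly made RNA, and human and fruit fly RNA was added to that sample before its library was made. Groups were taken from the treatment labels. Each group held 1 library, so no difference has a replicate check and no p-value was computed.

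Each library came as a table of FPKM values, which the authors deposited with the lower and upper bound of an interval around each value. FPKM is the number of sequenced fragments per kilobase of transcript and per 1000000 mapped fragments, but the length behind the deposited values was not the span of the locus. Per the file headers, the columns are those of a gene-level FPKM tracking table of the kind written by Cufflinks. The aligner, the software versions, the treatment of reads that map to several places, the genome build, and whether the added human and fly fragments entered that total were not given in the sources used here. Both tables listed the same 9747 gene identifiers at the same loci, with no identifier repeated and no value marked as a failed estimate. Length was taken as the span of each locus. In 99.4% of the loci it was a multiple of 3, so it was read as a coding length without untranslated regions, except at the rRNA and tRNA loci, which have none. It equalled the RefSeq length at 83.6% of the loci matched to RefSeq. Locus starts were counted from 0 in the files and are given here counted from 1.

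No file held counts. The deposited upper bounds, however, equal FPKM × (1 + 2/√n) for a whole number n at many simple loci. Solving for n gave the number of fragments whose counting error would produce the interval, called fragment equivalents here. Among loci that overlapped no other locus and held between 0.1 and 50 fragment equivalents, n was whole within 0.01 for 67.1% of 450 loci in the untreated library and for 69.3% of 1145 loci in the 4SU library. At overlapping loci the shares were 1.04% and 0.988%. Fragment equivalents were therefore used mainly as a measure of precision. Where they rank genes or give expected numbers of fragments below, they stand in for counts, which is approximate at overlapping loci. They summed to 5216944 in the untreated library and 738403 in the 4SU library, a ratio of 7.07. The median detected gene held 243 fragment equivalents in the untreated library and 23.7 in the 4SU library. The intervals cover counting and assignment error within a library only. If FPKM used the span of a locus as its length, FPKM × kilobases per fragment equivalent would be the same at every locus of a library. At loci that overlapped no other and held 5 or more fragment equivalents, its median was 1.37 under 200 nt and 0.0965 at 2000 nt or longer in the untreated library, and 11.4 and 0.833 in the 4SU library. The deposited values of short loci are therefore raised by a length correction whose form was not given in the sources used here. FPKM multiplied by locus length does not undo it and is not a share of fragments.

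The identifiers were looked up among the older locus tags of the RefSeq gene table of assembly UU_WB_2.1, after removal of a transcript suffix carried by RNA genes. Of the listed loci, 4341 matched and 5406 did not. The matches comprised 4133 protein-coding genes, 137 pseudogenes, 61 tRNA genes and 10 rRNA genes. That table repeats the locus tags as symbols and holds no product names, and the files do not pair identifiers with names. The comparison of gene classes by product name, and the values of cyst wall protein genes, were planned but are not reported here for that reason. Coordinates are those of the files and none were taken from RefSeq.

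A gene was called detected at 1 FPKM or more. The libraries were compared over loci with a mean of at least 1 FPKM. The FPKM of the 4SU library were multiplied by 1.60, the median untreated-to-4SU ratio over such loci above 0 in both libraries. This scaling was chosen because foreign RNA was added to 1 library only and a few genes may set the FPKM scale. The factor is not a measure of the foreign RNA. It was 0.936 at equal summed FPKM and 1.21 as a median over loci with 1000 or more untreated fragment equivalents. The difference was then log2(FPKM + 1) in the 4SU library minus that in the untreated library, a scale that understates changes of low genes. A 2-fold size rule describes the differences and is not a call of significance. Correlations are across genes, which are not independent replicates. Where a gene was listed at 0 no fold is given.

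Genes were named by a rule fixed before the data were examined. It took the 5 genes of highest FPKM in each library, and the 5 largest rises and 5 largest falls among genes with a mean of at least 10 FPKM that were above 0 in both libraries. It also took up to 3 genes at 10 FPKM or more in one library and listed at 0 in the other. Because the files give no names, only the leading 2 rises and falls are given in full. Alternatives covered the detection floor, the filter on low values, pseudocounts of 0.1 and 5, no scaling, and scaling to equal summed FPKM. Subsets of loci by RefSeq match, overlap, length and fragment equivalents were added after the data were seen. So were the ranking by fragment equivalents, the comparison with untreated level and the stricter selection of protein-coding genes. The RNA genes, equally long genes and gene at 0 given in the closing section were also added then.

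The steps were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data in which 200 of 4609 loci were changed 4-fold between an untreated and a shallower library. The scale factor came out at 100% of the true value. Of the changed genes 99% passed the 2-fold rule, and 0.340% of the unchanged genes did. All simulated loci held 100 or more fragment equivalents in the untreated library, and only counting error was simulated. These shares therefore do not apply to loci with fewer fragments, to overlapping loci or to scatter between real libraries.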

Results

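The steady-state transcript levels of Giardia duodenalis (also called Giardia lamblia), an intestinal protozoan parasite, were measured in its dividing, flagellated form, the trophozoite. One poly(A) RNA library was made from untreated trophozoites of strain WBC6. The other was made from trophozoites incubated with 1 mM 4SU for 10 hours, and RNA of human and fruit fly was added to that sample. The sample titles name an oocyte, whereas the stage, source and protocol labels all name the trophozoite. With 1 library per group, the values below have no replicate error. The error given with a value is the authors' interval around its FPKM, which covers counting and assignment error within the library. The 4SU library was the shallower of the pair, with 738403 fragment equivalents against 5216944 in the untreated library. Fragment equivalents are the fragment numbers whose counting error would give the authors' intervals.

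Transcripts were first counted in each library. In the untreated library 7754 of the 9747 listed genes (79.6%) reached 1 FPKM, and in the 4SU library 5869 (60.2%) did. The untreated library had 1659 genes listed at 0 and the 4SU library 3588. Of these, 1603 were at 0 in both, 56 only in the untreated library and 1985 only in the 4SU library. A detection floor of 5 FPKM moved the counts most among the planned settings, to 7175 and 4907 genes. A gene listed at 0 in the shallower library can lie below its detection limit, so no gene is called absent there. At loci under 200 nt that overlap no other, 1 fragment equivalent was worth a median of 77.7 FPKM in the 4SU library and 9.11 FPKM in the untreated library. At loci of 2000 nt or longer it was worth 0.281 and 0.0329 FPKM. The detected genes had a median of 48.8 FPKM in the untreated library, with quartiles of 18.1 and 142 FPKM. In the 4SU library the median was 36.6 FPKM, with quartiles of 8.38 and 154 FPKM. In the 4SU library 37.4% of the detected genes rested on fewer than 10 fragment equivalents, against 18.7% in the untreated library.

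Detection differed by annotation status. Of the 4341 loci whose identifiers matched RefSeq, 93.2% were detected in the untreated library and 87.2% in the 4SU library. Of the 5406 unmatched loci, 68.6% were detected in the untreated library and 38.6% in the 4SU library. The unmatched loci were shorter, with a median length of 228 nt against 1308 nt. Over all loci, 69.4% overlapped at least 1 other listed locus.

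Ranked by FPKM, the most abundant genes were mostly short, and this ranking rests on a length correction in the deposited values that raises short loci. The 10 highest genes held 11.3% of the summed FPKM in the untreated library and 16.4% in the 4SU library, and 6 genes were among the 10 highest in both. Ranked by fragment equivalents instead, a choice made after the data were seen, the 10 highest genes held 11.6% in the untreated library and 10.5% in the 4SU library. Per kilobase of locus, GL50803_15228 also led the untreated library by fragment equivalents, at 305087. In the 4SU library GL50803_40591 led, at 26159 per kilobase, a protein-coding gene of 954 nt at 318629 to 319582 on chromosome 4 that was chosen after its values were seen. The highest gene in the untreated library was GL50803_15228, a protein-coding gene of 393 nt at 2164753 to 2165145 on chromosome 4, at 56216 FPKM (interval 55891 to 56541). It stood at 30498 FPKM (29793 to 31202) in the 4SU library. The FPKM in this paragraph are unscaled. For GL50803_15228 the scaled log2 difference was -0.20, against -0.88 without scaling. The highest gene in the 4SU library was GL50803_7110, a protein-coding gene of 249 nt at 1573552 to 1573800 on chromosome 5. It reached 78729 FPKM (76702 to 80756) there and 25456 FPKM (25056 to 25855) in the untreated library. GL50803_14457 and GL50803_3570 were among the 5 highest in both libraries. GL50803_14457 (189 nt, chromosome 5, 1455859 to 1456047) had 23338 FPKM untreated and 44927 FPKM with 4SU. GL50803_3570 (195 nt, chromosome 4, 719389 to 719583) had 22192 and 30780 FPKM. The remaining member of the untreated 5, GL50803_9848 (270 nt, chromosome 1, 809935 to 810204), had 26329 FPKM untreated and 22682 FPKM with 4SU. It overlaps another locus, which makes its values uncertain. Its scaled log2 difference was 0.47, and its sign reversed to -0.22 without scaling and to -0.31 at equal summed FPKM. The remaining members of the 4SU 5 were unmatched loci that overlap another locus, so their values depend on how fragments were divided. GL50803_38812 (183 nt, chromosome 4, 537079 to 537261) had 1893 FPKM (1668 to 2118) untreated and 32417 FPKM (29756 to 35077) with 4SU. GL50803_17245 (219 nt, chromosome 3, 580266 to 580484) had 8979 and 31433 FPKM. The files pair none of these identifiers with a gene name.

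The labels set untreated cells beside cells kept with 4SU, so the libraries were next compared gene by gene. Correlations are across genes, which are not independent replicates. Across the 7751 loci with a mean of at least 1 FPKM, Spearman's rho between the libraries was 0.63 and Pearson's r of log2(FPKM + 1) was 0.66. The planned setting that moved the rank correlation most was leaving out the filter on low values, which gave 0.73. Restricted after the data were seen to the 4044 RefSeq-matched genes, rho was 0.85. It was 0.38 over the 3707 unmatched loci. Over the 1372 loci with 1000 or more fragment equivalents in the untreated library, rho was 0.90.

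**Figure D1:**
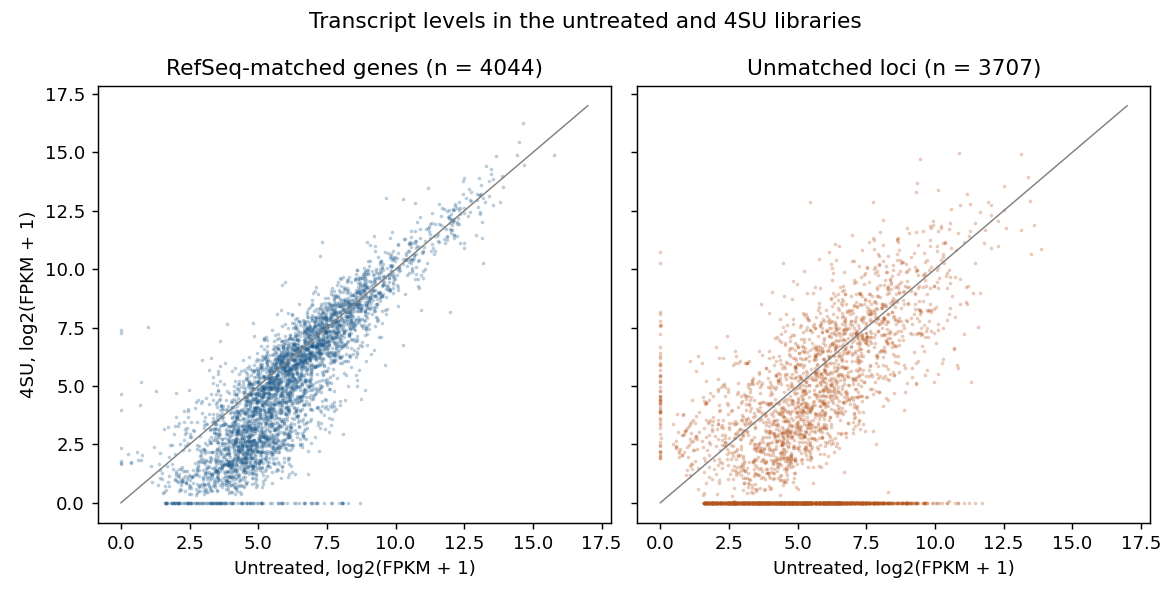
Levels in the untreated library (x axis) against the 4SU library (y axis), both as log2(FPKM + 1), for loci with a mean of at least 1 FPKM; each point is 1 locus and the grey line marks equal values. The 4044 RefSeq-matched genes (left, rho 0.85) lie closer to the line than the 3707 unmatched loci (right, rho 0.38), of which 40.7% are listed at 0 in the 4SU library.

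The scaled log2 difference, 4SU minus untreated, had a standard deviation of 2.68 across the 7751 loci. By the 2-fold size rule 1487 loci were higher and 3452 lower in the 4SU library, so that 30.1% of the loci past 2-fold were higher. The split depended on the scaling. Without scaling 744 loci were higher and 4207 lower (15.0% higher), and at equal summed FPKM the numbers were 674 and 4309 (13.5% higher). Relative to the chosen scaling, these shifted every difference by -0.68 and -0.78 on the log2 scale before the pseudocount. Of the lower loci 1640 were listed at 0 in the 4SU library, and of the higher loci 51 were listed at 0 in the untreated library. A value of 0 carries an interval of no width, so intervals were compared only at loci above 0 in both libraries. There the authors' intervals, after scaling, did not overlap for 985 of 1436 higher loci and for 1533 of 1812 lower loci. None of these differences has a replicate check. Among RefSeq-matched genes the standard deviation was 1.60, with 742 genes higher and 1264 lower. Of the 3452 lower loci, 2188 were unmatched.

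The largest differences under the fixed rule were at very short, unmatched loci. All 10 of the leading rises and falls overlapped another locus, were 105 to 186 nt long and had no RefSeq match. For 9 of them the value in one library was worth less than 1 fragment equivalent. GL50803_2725 (117 nt, chromosome 2, 364473 to 364589) rose most, by a scaled log2 difference of 10.96, with 1242 FPKM in the 4SU library. Its authors' interval there ran from 0 to 2535 FPKM and it held 3.69 fragment equivalents. GL50803_32242 (126 nt, chromosome 1, 708047 to 708172) followed with 8.85, at 287 FPKM (0 to 831). For both, the intervals of the libraries overlapped. GL50803_1441 (105 nt, chromosome 5, 1004311 to 1004415) had the largest fall, -11.05, from 2133 FPKM (1304 to 2962) in the untreated library. Its value in the 4SU library was 0.00315 FPKM, with an upper bound of 541 FPKM. GL50803_37044 (147 nt, chromosome 4, 1095116 to 1095262) differed by -10.38, from 1472 FPKM (1161 to 1784) to 0.0640 FPKM (0 to 154). The other 3 rises were at least 8.12 and the other 3 falls at most -7.99. The size of such differences depended on the pseudocount: for GL50803_2725 the log2 difference was 14.28 with a pseudocount of 0.1 and 8.64 with 5.

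In total 1189 loci were at 10 FPKM or more in the untreated library and listed at 0 in the 4SU library, against 38 the other way. At a 4SU-to-untreated fragment ratio of 0.0638, the median of well-covered loci of 500 nt or longer that overlap no other, 1045 of the 1189 would have fewer than 3 fragments in the 4SU library, which a count of 0 allows. The 3 with the highest values were GL50803_98853 (111 nt, chromosome 1, 1360921 to 1361031) at 3344 FPKM, GL50803_29253 (114 nt, on a contig with no chromosome number) at 2849 FPKM and GL50803_10133 (105 nt, chromosome 4, 1866362 to 1866466) at 2419 FPKM. All 3 were listed at 0 in the 4SU library, and none matched RefSeq. In the untreated library they held 109, 104 and 58.5 fragment equivalents, in the order given. At the ratio of 0.0638 each would have more than 3 fragments in the 4SU library, so none is among the 1045. That ratio comes from loci of 500 nt or longer and may not hold at loci this short. It also includes any relative fall of those loci in the 4SU library. The ratio of the library totals was higher, at 0.142, and fewer than 1045 loci could lie under 3 fragments there. That number was not computed. GL50803_10133 overlaps another locus.

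A stricter selection was made after the data were seen. It kept 2583 matched protein-coding genes of 500 nt or longer, with a mean of at least 10 FPKM and 10 or more fragment equivalents in each library. The floor in the shallower library limits the falls that can enter. It alone left out 453 genes, of which 15 were listed at 0 in the 4SU library and 28 others fell further than any gene kept. The floor in the untreated library limits the rises in the same way. It left out GL50803_101291, with a difference of 5.11 and 6.47 untreated fragment equivalents. It also left out GL50803_136020 and GL50803_136021, both listed at 0 in the untreated library. These 3 are equally long neighbours, and whether their transcripts rose is open. Shared reads handled differently between the files, or the added foreign RNA, could give such values. GL50803_33279 (2247 nt, chromosome 2, 928094 to 930340) had the largest rise among the genes kept, 4.48 on the log2 scale. It went from 13.4 FPKM (11.8 to 15.0) to 200.1 FPKM (181 to 219). GL50803_112135 (3435 nt, chromosome 2, 69678 to 73112) rose by 4.18, from 1.39 FPKM (0.991 to 1.79) to 26.4 FPKM (21.3 to 31.5). GL50803_16751 (1701 nt, chromosome 3, 1583686 to 1585386) fell by 3.68, from 173 FPKM (163 to 182) to 7.84 FPKM (3.66 to 12.0). GL50803_115797 (2049 nt, chromosome 1, 571245 to 573293) fell by 3.42, from 107 FPKM (102 to 112) to 5.68 FPKM (2.64 to 8.72). The first 3 of these overlap another listed locus and are uncertain to that extent. The directions of all 4 held without scaling and at equal summed FPKM.

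The difference was also compared with locus length and with level. Over all 7751 loci it rose with length, with a Spearman's rho of 0.22 across genes. Among RefSeq-matched genes the sign reversed, with a rho of -0.0877. Of the loci under 200 nt, 59.2% were listed at 0 in the 4SU library, against 1.15% of those of 2000 nt or longer. From 500 nt up the median difference fell with length. It was -0.012 at 500 to 1000 nt, -0.27 at 1000 to 2000 nt and -0.51 at 2000 nt or longer. The comparison with level was added after the data were seen and used the 3578 matched genes of 500 nt or longer. The difference rose with the untreated level, with a rho of 0.34. The median difference was lowest in the third decile of untreated level, at -1.17 and a median of 22.8 FPKM. In the highest decile, at 546 FPKM, it was 0.59. The lowest decile, at 6.45 FPKM, had a median difference of -0.82, so the decile medians did not rise steadily at the low end. The median of the third decile was also negative without scaling (-1.76) and at equal summed FPKM (-1.84). That of the highest decile changed sign, to -0.09 and -0.18. The rho was 0.312 without scaling and 0.307 at equal summed FPKM. Between the 10th and 90th percentile, these genes spanned 4.81 log2 units in the untreated library and 7.11 in the 4SU library.

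**Figure D2:**
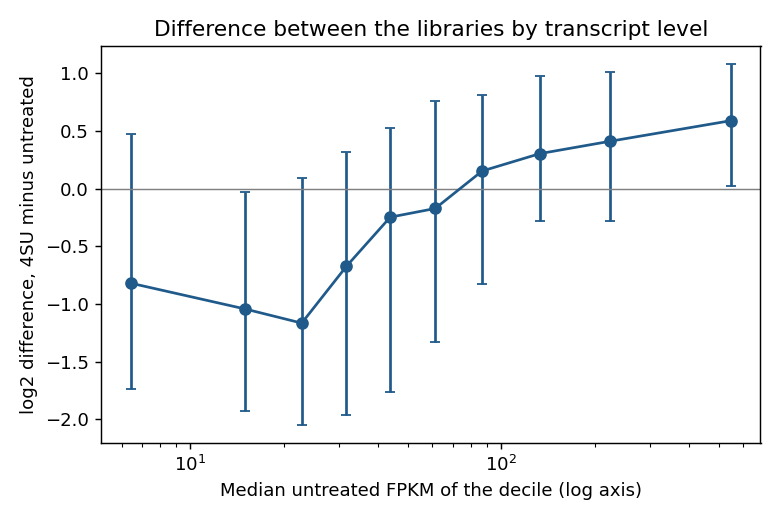
Median scaled log2 difference (4SU minus untreated, y axis) in each decile of untreated level (x axis, median FPKM of the decile, log axis) over 3578 RefSeq-matched genes of 500 nt or longer; bars span the quartiles across genes, not replicate error. The median is -0.82 at 6.45 FPKM, lowest at 22.8 FPKM (-1.17) and highest at 546 FPKM (0.59), where it is -0.09 without scaling and -0.18 at equal summed FPKM.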

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

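Settings that divide loci by RefSeq match, overlap, length or fragment equivalents were chosen after the data were seen. So were the scaling over deep loci, the shares by fragment equivalents, and the settings tried on the trend with untreated level. The others were fixed before the data were examined. No library was left out in turn, since each group holds 1. No paired analysis was possible because each group holds a single library. The planned removal of failed and repeated entries changed nothing, as there were none, and the gene classes by product name were not run because no product names were at hand.

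The counts of detected genes stayed within 1.5 times under every planned floor and rescaling; over RefSeq-matched genes alone they were 4044 (untreated) and 3784 (4SU). A floor of 5 FPKM moved the median of detected genes to 56.1 FPKM (untreated) and 59.4 FPKM (4SU), which reversed the order of the libraries, and rescaling to a sum of 1000000 moved it to 25.4 and 20.2. Multiplying by length gave a share of the 10 highest genes of 8.61% and 9.83%, which keeps part of the length correction in the deposited values. By fragment equivalents, added after the data were seen, the shares were 11.6% and 10.5%, so the order of the libraries turned.

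Spearman's rho between the libraries was 0.73 with no filter, 0.57 at a mean of at least 10 FPKM, 0.85 over matched genes, 0.73 over loci overlapping no other, 0.83 over loci of 500 nt or longer and 0.90 over loci with 1000 or more fragment equivalents in the untreated library. Pearson's r was 0.75, 0.57, 0.86, 0.75, 0.85 and 0.91 in the same order, and 0.56 and 0.74 at pseudocounts of 0.1 and 5. The standard deviation of the log2 difference was 2.43, 2.83, 1.60, 2.29, 1.55 and 1.08 in that order. It was 3.89 and 1.92 at pseudocounts of 0.1 and 5, 2.47 without scaling, 2.44 at equal summed FPKM and 2.55 when scaled over deep loci.

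The number of loci at least 2-fold higher fell from 1487 to 744 without scaling and to 674 at equal summed FPKM. The number at least 2-fold lower rose from 3452 to 4207 and 4309, within 1.5 times. Filters and pseudocounts kept both within 1.5 times, as did scaling over deep loci (992 and 3907). Over fewer loci both numbers were smaller by construction: 742 higher and 1264 lower over matched genes, 422 and 957 over loci overlapping no other, 701 and 1532 over loci of 500 nt or longer. Over deep loci the order turned under the chosen scaling, with 336 higher and 155 lower. There it was 80 higher and 305 lower without scaling, and 60 higher and 327 lower at equal summed FPKM.

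The length trend was 0.12 with no filter, 0.19 at a mean of at least 10 FPKM, 0.23 and 0.20 at pseudocounts of 0.1 and 5, and 0.12 over loci overlapping no other. It reversed to -0.0877 over matched genes, -0.0677 over loci of 500 nt or longer and -0.153 over deep loci; the cause was not tested. The trend with untreated level kept its direction, at 0.312 without scaling, 0.307 at equal summed FPKM, and 0.354 and 0.308 at pseudocounts of 0.1 and 5. Of the 92 alternatives for 23 named genes, 2 changed direction, both for GL50803_9848 (-0.22 without scaling, -0.31 at equal summed FPKM), and 34 others moved beyond the authors' intervals.

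The median detected gene of the 4SU library rests on 23.7 fragment equivalents, and the low values of short loci carry little weight in either library.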

Other observations

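The tests of depth, overlap, length, divided fragments, few fragments per locus and counting error were chosen only after the results they bear on were seen. Library preparation, depth, added foreign RNA and 4SU incubation are confounded, because each group is 1 library.

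Abundant genes stood relatively higher and scarce genes relatively lower in the 4SU library (rho 0.34 across 3578 matched genes of 500 nt or longer). For the low 4SU values of well-covered loci, smaller depth alone is argued against. Of 1624 loci of 500 nt or longer that overlap no other and hold 100 or more fragment equivalents in the untreated library, 199 were above 0 but under 5 in the 4SU library, and 27 more were listed at 0, none of them marked as a failed estimate. At the median fragment ratio of these loci, Poisson counting would leave 7.35 of them above 0 and under 5. Scatter between the libraries also raises this number. Its standard deviation was 1.08 on the log2 scale at loci with 1000 or more untreated fragment equivalents. The comparison therefore cannot tell whether depth contributes to the trend with level. Overlap between loci is argued against as the whole cause, since rho was 0.302 over loci that overlap no other. Length is too, since the lowest rho over 3 length classes was 0.303. A uniform background of fragments in the untreated library, for instance from DNA, was a candidate explanation. It predicts that genes low in the 4SU library sit near one untreated level. The 216 matched genes of 1000 nt or longer that overlap no other locus and had under 5 scaled FPKM there held a median of 317 fragment equivalents in the untreated library. They had untreated quartiles of 6.64 and 21.3 FPKM, an interquartile range of 14.7 FPKM, wider than the 5 FPKM allowed for. That allowance left out scatter between the libraries, which also widens the range. The comparison therefore cannot exclude a uniform background. A uniform background thus remains open. A background that varies along the genome, a difference in library preparation and an effect of 4SU on scarce transcripts also remain open and were not tested.

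At deeply covered loci the 2-fold differences exceeded counting error. Of 1372 loci with 1000 or more fragment equivalents in the untreated library, 392 (28.6%) lay 2-fold or more from their own median difference. The standard deviation of the log2 difference was 1.08 there. Counting alone gives 0.19 at 1000 fragments and the 63.8 expected in the 4SU library at the median ratio. Variation between cultures or between library preparations stays open, since no replicate measures it.

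Some FPKM values were above 0 yet far below what 1 fragment is worth, such as 0.00315 FPKM for GL50803_1441. All 96 loci with such a value, worth under 0.1 fragments in a library, overlapped another locus and 0 did not, although overlapping loci made up 68.9% of those compared. This is consistent with fragments divided between overlapping loci by the authors' software, which can leave one of the loci with almost none. Several of the largest rises and falls have this form, so they may reflect the division of fragments and not a change in a transcript.

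Unmatched loci differed more than matched genes, with 79.1% against 49.6% past 2-fold. Few fragments per locus may account for part of this. Among loci with 1000 or more fragment equivalents in the untreated library, 41.1% of 56 unmatched loci (exact 95% interval 28.1 to 55.0%) and 28.0% of 1316 matched genes (25.6 to 30.6%) lay 2-fold or more from the median. The gap was 13.0 percentage points and the intervals overlap, so whether few fragments explain the whole difference cannot be told.

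A group of 3 equally long protein-coding genes stood out, chosen after its values were seen. GL50803_101291, GL50803_136020 and GL50803_136021, each of 1344 nt, lie within 27.3 kb on chromosome 5, and the first of them overlaps another locus. In the 4SU library they had 35.5, 166 and 151 FPKM, resting on 46.1, 217 and 200.1 fragment equivalents. In the untreated library, the deeper one, they had 0.678 FPKM and were listed at 0 and at 0. A candidate explanation is that they are near-identical copies whose shared reads were handled differently for the 2 files. The 134 other matched genes with an equally long matched gene within 50 kb had a median log2 difference of 0.14, against -0.11 for all matched genes of 500 nt or longer, with 25 at least 2-fold higher and 31 lower. Equal length is a poor stand-in for identity of sequence and no sequence was used here, so the explanation stays open. Fragments of the added human or fly RNA that align to conserved genes are a further possibility that was not tested.

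Of 31 matched loci of 500 nt or longer with 100 or more fragment equivalents in the untreated library and listed at 0 in the 4SU library, GL50803_13315 had the most. It is a protein-coding gene of 1920 nt at 1277604 to 1279523 on chromosome 1, with 20.1 FPKM (18.1 to 22.0) and 406 fragment equivalents. It overlaps no other locus.

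Of the 10 rRNA loci, GL50803_r0019-t26_1 (1449 nt, overlapping another locus, on a contig with no chromosome number) had 0.981 FPKM (0.416 to 1.55) in the untreated library and 181 FPKM (159 to 203) in the 4SU library. GL50803_r0025-t26_1 (1006 nt) was listed at 0 in the untreated library and at 24.3 FPKM (14.9 to 33.7) in the 4SU library. GL50803_r0008-t26_1 (120 nt) had 88.5 FPKM (0 to 177) and was listed at 0 in the 4SU library. Of the 61 tRNA loci, 6 were above 0 in the untreated library and 0 in the 4SU library. In each library 2 of the 10 rRNA loci were above 0. Poly(A) selection limits what such values show, as does size at the 120 nt rRNA and the tRNA loci. Fragments of the human or fly RNA added to the 4SU sample could also align to rRNA loci, which was not tested.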
